A study of Mus musculus with 18 samples.

How the data were processed

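Small RNA was sequenced from 18 libraries of Baf3, a mouse pro-B cell line that grows in interleukin-3. Per the labels, the cells carried fluorescent reporters that respond to altered versions of miR-16 and miR-15a and were transduced with Cas9 and 1 guide RNA. The guides targeted Rag1 (control), both Safb and Safb2 (called SAFB here) or Erh, with 2 guides for each genotype. Cells in which the miR-15a reporter had become derepressed after loss of SAFB or ERH were sorted as polyclonal populations and regrown before RNA was prepared. How control cells were sorted is not stated in the labels. Each of the 6 guide populations gave 3 libraries, 1 in each of 3 labelled batches, so each genotype had 6 libraries from 2 independently edited populations. Per the labels, total RNA was mixed with a fixed amount of 4 synthetic spike-in RNAs, and libraries were made with a commercial miRNA kit.

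The deposited values are whole-number read counts, not normalized, for 1006 miRNA precursors and 4 spike-ins. The aligner, counting program, genome build, miRNA annotation, treatment of reads that match several precursors and collapsing of molecular identifiers were not stated in the labels. Both strands of a hairpin and all gene copies of a miRNA share 1 entry in the deposited counts. The entry mir-16 therefore sums mir-16-1 and mir-16-2. Mature miRNAs chosen for comparison before the data were examined were read at their precursor entry, which departs from the planned unit. Precursors of close sequence, such as mir-98 and the let-7 family, mir-181a and mir-181b, mir-29b and mir-29c, mir-10a and mir-10b, or mir-196a and mir-196b, could share reads, and their split is uncertain.

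Library totals ranged from 2699323 to 4470073 miRNA counts. The spike-ins took 0.165% to 0.366% of all counts and were kept out of library sizes and tests. Reads are not independent molecules where the collapsing of molecular identifiers is unknown, so depth speaks to counting error only. Pairs of libraries of one population differed by more than sampling noise, with chi-square per degree of freedom from 28.6 to 176.7, so no library was counted as a duplicate.

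Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with limma 3.58.1. miRNAs were kept by filterByExpr with its minimum count of 10 by population, which left 273, and libraries were scaled by trimmed mean of M-values (TMM). The fit had one mean per genotype over all 18 libraries, and p-values were adjusted by the Benjamini-Hochberg method, with calls at an adjusted p under 0.05. The standard error of a log2 fold change was its size divided by the square root of the F statistic. CPM values, counts scaled to library size, were computed here from the deposited counts with TMM scaling. Guides of one genotype were compared in a fit with one mean per population. The ratio of mir-15a to mir-16 counts and the ratio of summed miRNA to summed spike-in counts were compared on the log2 scale by exact two-sided permutation tests, 6 against 6 libraries. The 4 tests of that family were adjusted together. Sets of miRNAs were tested with camera at a preset correlation of 0.01 and with fry.

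Comparison lists were written before the data were examined. They were the assisted hairpins mir-15a and mir-451a with their neighbours and paralogs, a list of Drosha-independent miRNAs, and a list of miRNA clusters. A list of miRNAs with a human namesake was written after the data had been seen. The miRNAs named were the members of the assisted, neighbour and paralog lists that passed the filter, and up to 4 that rose most and 4 that fell most in each knockout. These had an adjusted p under 0.05, a mean of at least 100 CPM in control or knockout, no overlap between the 6 knockout and 6 control libraries, and the same direction in all 4 guide-by-guide comparisons. Other miRNAs named were chosen after their values were seen.

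Positions of miRNA genes and guide target sites came from the GENCODE M21 annotation of mouse build GRCm38, which may not be the build used by the authors. Of the 1006 precursors, 946 matched an annotated miRNA gene by name. Guide sequences were matched to annotated transcripts on both strands; introns and intergenic sequence were not searched. Neighbours were miRNA genes within 10 kb on the same strand.

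The labels give each library a batch number, and this number pairs libraries across populations. Deviations from population means correlated on average by 0.028 between libraries of one batch, over 45 pairs, and by -0.014 between libraries of different batches, over 90 pairs. Over miRNAs with a mean of at least 100 counts these averages were 0.094 and -0.047. Deviations within a population cancel out, so the average between different batches largely follows from the average within a batch. It is therefore not a separate comparison. Single pairs within a batch ranged from -0.332 to 0.639 over those miRNAs.

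The count test was tested on simulated data drawn from the means and sizes of the control libraries. Of 603 simulated miRNAs, 200 were changed by known fold changes and 79 of these passed the filter. The fit called 94.9% of the 79, and 3.85% of its calls were unchanged miRNAs, among 254 tested. With 3 against 3 libraries it called 84.4% of 77. Camera called a simulated lowered set of 28 miRNAs and did not call an unchanged set. Unchanged groups compared with shared control libraries were simulated 100 times for the correlation of effects.

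Alternatives fixed before the data were examined covered scaling (size factors of DESeq2 1.42.0, spike-in counts, total counts), filters, the DESeq2 Wald test, the samples in the fit and the batch as a replicate block. They also covered one mean per population, counts summed per population, and leaving out each library and each population. TMM over miRNAs with a mean of at least 100 counts was added after the data had been seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The small RNA libraries do not measure Safb, Safb2, Erh or Rag1 mRNA, so the disruption of the targeted genes was not checked here.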

Results

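The small RNA of Baf3 cells, a mouse pro-B cell line, was profiled after Cas9 targeting of Safb and Safb2, of Erh, or of Rag1 as a control. SAFB proteins and ERH bind the Microprocessor, the complex that cuts miRNA hairpins from primary transcripts. The study addressed cluster assistance, in which a poorly cut hairpin is processed only when a well cut hairpin lies on the same transcript, as mir-15a does beside mir-16-1. The knockout populations had been sorted for derepression of a reporter of mutated miR-15a, so weak assistance of mir-15a was part of how they were selected. Each genotype was represented by 6 libraries, 3 from each of 2 guide populations, and the 3 libraries of a population belonged to 3 batches.

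The guides matched the reference transcripts at these sites in build GRCm38. Control guide 1 (CATGGCAGAATTCCGTCGGG) lay at chromosome 2, 101644267 to 101644286, and control guide 2 (TGCGACGGTCCCGTCTCGCG) at chromosome 2, 101644054 to 101644073, both in the coding part of exon 2 of Rag1. SAFB guide 1 (CCCAGGCCACGAGTAGCGTG) matched exon 7 of Safb at chromosome 17, 56598731 to 56598750, and exon 7 of Safb2 at 56575906 to 56575925. SAFB guide 2 (GGAGCTGGTGCGAGCGCCCA) matched the same exons at 56599071 to 56599090 and at 56575485 to 56575504. Both sites of each SAFB guide were coding and followed by an NGG motif, so 1 guide could target both genes. ERH guide 1 (AGATCTACGTGCTCCTCCGT) and ERH guide 2 (CAGCCTGTTGGGCCTGCCGA) lay in coding exon 4 or 5 of Erh, depending on the transcript, on chromosome 12, at 80634452 to 80634471 and at 80634433 to 80634452. Both ERH guides also matched Gm10131 on chromosome 8 and the processed pseudogene Gm13831 on chromosome 5, each with an NGG motif. The mRNAs of the targeted genes are not part of small RNA libraries and were not measured.

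The libraries held 2699323 to 4470073 miRNA counts, with 396 to 455 precursors detected in each. The libraries were dominated by few miRNAs, the 10 most abundant taking 70.5% to 74.5% of the counts. mir-16 alone took 24.8% ± 0.838 of the counts in control libraries, 29.6% ± 0.729 in SAFB and 25.3% ± 0.633 in ERH (SD, n = 6 each). After filtering, 273 miRNAs were tested.

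The ratio of mir-15a to mir-16 counts within a library needs no scaling between libraries and bears on an assisted pair. mir-15a (Mir15a, chromosome 14, 61632027 to 61632110, in an intron of Dleu2) lies 55 bp from Mir16-1 (61631880 to 61631972, overlapping an exon of Dleu2). The log2 ratio was -7.98 ± 0.12 in control, -11.82 ± 0.23 in SAFB and -10.32 ± 0.37 in ERH libraries (SD, n = 6 each). The difference from control was -3.84 for SAFB and -2.34 for ERH. All 6 libraries of each knockout lay below the 6 control libraries, and the exact permutation p was 0.0022 for each, the smallest that 924 arrangements can give (adjusted 0.0043). Within batches 1, 2 and 3 the difference was -3.77, -4.08 and -3.67 for SAFB and -2.48, -2.02 and -2.51 for ERH. With the 2 populations of a genotype as the unit, 6 arrangements allow no p below 0.333. Leaving out a population, which leaves 9 libraries, moved the p most, to 0.0119; a permutation within batches gave an exact p of 0.0093, and adding a pseudocount of 1 changed the SAFB difference to -3.83. Because mir-16 sums 2 gene copies, the ratio shows unequal change of these miRNAs and does not measure mir-16-1 alone.

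**Figure D1:**
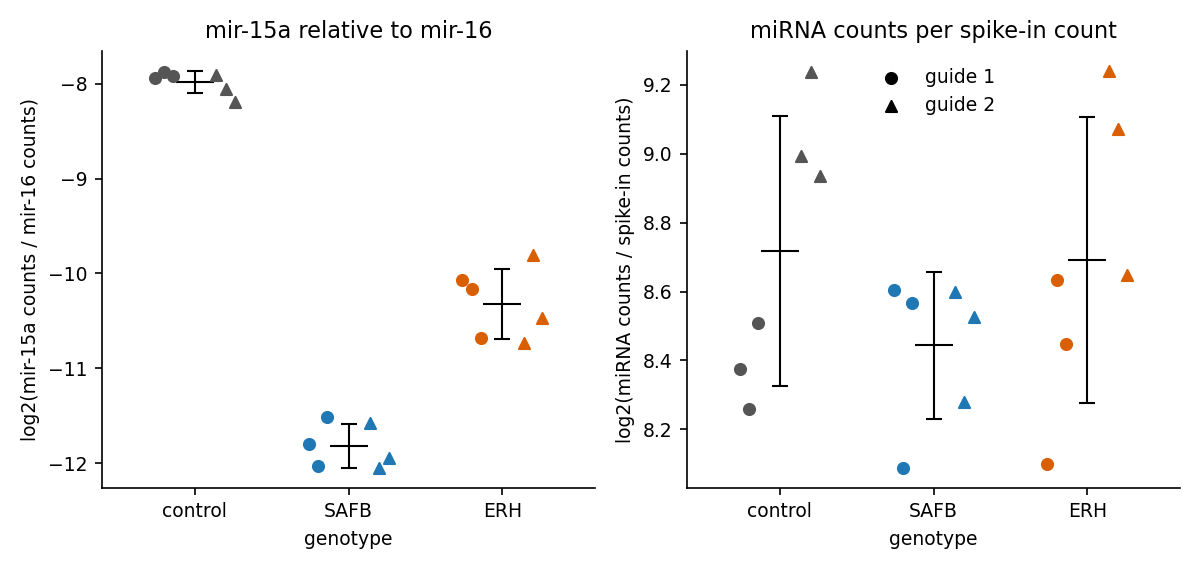
Log2 ratio of mir-15a to mir-16 counts (left) and of summed miRNA to summed spike-in counts (right) in each of the 18 libraries by genotype; circles are guide 1, triangles guide 2, and horizontal lines with bars are the mean ± SD of 6 libraries. The mir-15a ratio of each knockout lies below all control values, with means of -11.82 (SAFB) and -10.32 (ERH) against -7.98, whereas the spike-in ratio differs more between the guides of control and of ERH than between genotypes.

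The spike-ins, mixed into total RNA in a defined amount, allow miRNA to be compared per total RNA. The log2 ratio of miRNA to spike-in counts was 8.72 ± 0.39 in control, 8.44 ± 0.21 in SAFB and 8.69 ± 0.42 in ERH libraries (SD, n = 6 each). Neither knockout differed from control beyond the spread between libraries. The difference was -0.27 for SAFB (exact permutation p = 0.158, adjusted 0.211) and -0.028 for ERH (exact permutation p = 0.898, adjusted 0.898). Within batches the difference ranged from -0.57 to -0.083 for SAFB and from -0.17 to 0.10 for ERH. The guides of control and of ERH differed by more than that: guide 2 minus guide 1 was 0.68 in control and 0.59 in ERH (exact permutation p = 0.1 each, the smallest that 3 against 3 libraries allow). It was 0.049 in SAFB (exact permutation p = 0.9). Leaving out control guide 1 changed the SAFB difference to -0.61 (exact permutation p = 0.0119, 6 against 3 libraries), and leaving out control guide 2 reversed it to 0.063. An absolute change in total miRNA was therefore not detectable with these populations.

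Differences between genotypes were then tested for each miRNA. In SAFB against control, 153 of the 273 miRNAs had an adjusted p under 0.05 (edgeR), 84 higher and 69 lower. In ERH against control there were 147, of which 72 were higher and 75 lower. The background was measured between guides of one genotype. Control guide 2 against guide 1 gave 0 calls, with 7 miRNAs at an unadjusted p under 0.05. The SAFB guides gave 0 calls, with 10 at an unadjusted p under 0.05. The ERH guides gave 1, mir-218, with 18 at an unadjusted p under 0.05. Each single knockout population against each single control population gave 98 to 133 calls. Spike-in scaling moved these counts most: it gave 44 higher and 58 lower in SAFB, and 72 higher and 19 lower in ERH. The same scaling gave 96 calls between the 2 control guides and 110 between the ERH guides. Scaling by total counts gave 108 higher and 33 lower in ERH. The median log2 fold change over the tested miRNAs in ERH was -0.061 under TMM, 0.24 under total counts and 0.23 under spike-in scaling, and in SAFB it was 0.0083, 0.043 and -0.23. The split between higher and lower calls in ERH therefore holds only relative to the TMM scale, and small changes cannot be given an absolute direction. Fold changes of guide 1 and guide 2 populations, each against a different control guide, correlated across the 273 miRNAs with r = 0.899 and rho = 0.845 for SAFB and r = 0.926 and rho = 0.819 for ERH. Over the 153 miRNAs of at least 100 mean counts r was 0.990 and 0.989.

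The miRNAs changed in the knockouts were compared. Of the calls, 114 were shared: 60 were higher in both, 52 lower in both and 2 opposite (mir-16 and mir-450a, the latter named after its values were seen), while 39 were called in SAFB only and 33 in ERH only. The log2 fold changes correlated across the 273 miRNAs with Pearson's r = 0.933 and Spearman's rho = 0.869. miRNAs are not independent replicates, and the control libraries were shared. Simulated unchanged groups with shared controls gave a median r of 0.506 (highest 0.645 in 100 simulations) and a median rho of 0.455 (highest 0.582). With SAFB and ERH set against different control populations, r was 0.877 and 0.880. Without the filter r was 0.727, the lowest of the alternatives chosen beforehand. A set of 36 miRNAs that rose by more than 1.5 in both knockouts made up 36 of the 60 shared higher calls. Without it, 78 calls were shared among 237 miRNAs, 24 higher in both, 52 lower in both and 2 opposite, with r = 0.818 and rho = 0.80. Against different control populations r was then 0.754 and 0.691. Leaving out miRNAs because they rose in both lowers r by construction.

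**Figure D2:**
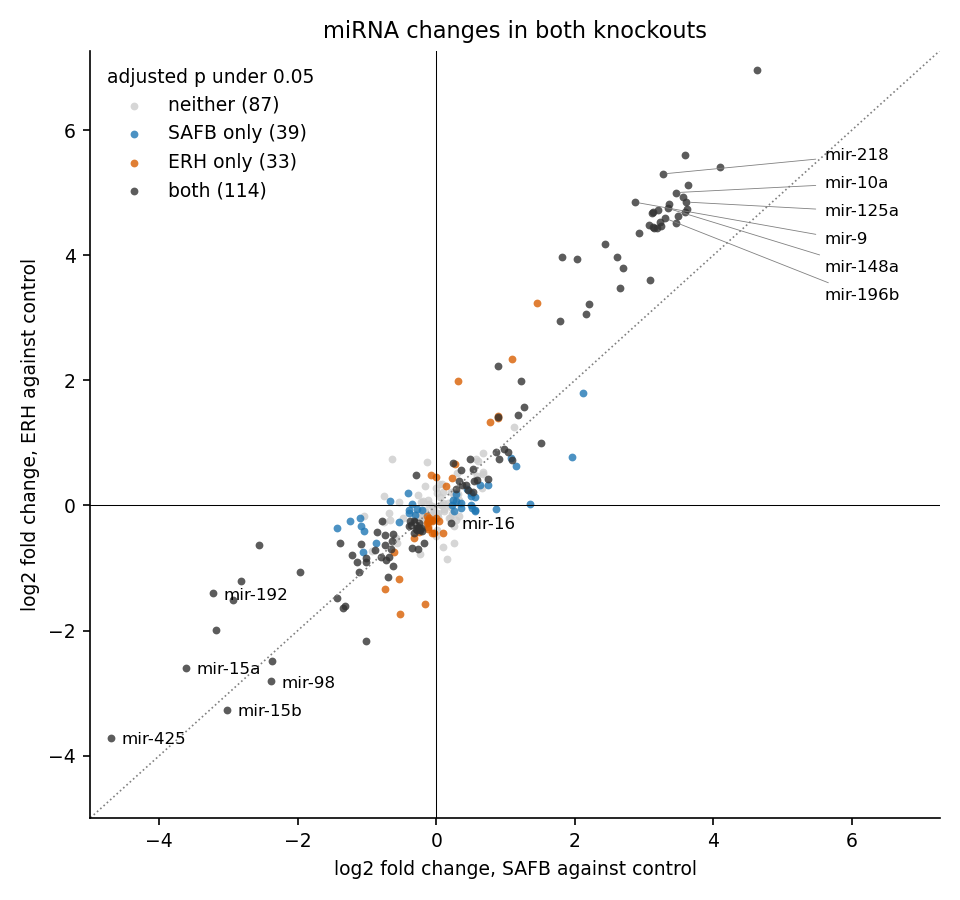
Log2 fold change of each of the 273 tested miRNAs in ERH against control (vertical) over SAFB against control (horizontal); colour marks in which knockout the adjusted p was under 0.05, and the dotted line is equality. Points extend along the diagonal in both directions (r = 0.933), and the 6 labelled miRNAs at the upper right rose by 2.87 to 3.61 in SAFB and by 4.59 to 5.30 in ERH.

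A direct test of ERH against SAFB called 108 miRNAs, 65 higher and 43 lower in ERH. The split depended on scaling: spike-in scaling gave 111 higher and 1 lower, and total counts gave 115 higher and 8 lower. The median log2 fold change of this comparison was 0.042 under TMM and 0.57 under spike-in scaling.

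Among the miRNAs chosen beforehand, mir-15a, mir-15b and mir-16 passed the filter. mir-451a had at most 6 counts and mir-144 at most 2 in any library, so their change was not detectable at this depth. mir-15a, mir-15b and mir-16 were called in both knockouts, 3 of 3 in SAFB and 3 of 3 in ERH, and the counts adjusted over the list alone were also 3 and 3. The log2 fold change of mir-15a was -3.61 (SE 0.14, adjusted p = 1.1e-16) in SAFB and -2.59 (SE 0.13, adjusted p = 3.8e-14) in ERH. Its mean level was 1067 ± 76.9 CPM in control, 87.2 ± 14.1 CPM in SAFB and 177.2 ± 38.6 CPM in ERH (SD, n = 6). mir-15a was higher in ERH than in SAFB by 1.02 (SE 0.13, adjusted p = 1.2e-06). mir-15b (Mir15b, chromosome 3, 69009772 to 69009835, in an intron of Smc4 beside Mir16-2 at 69009902 to 69009996) fell by 3.02 in SAFB (SE 0.098, adjusted p = 1.2e-17) and by 3.26 in ERH (SE 0.099, adjusted p = 3.2e-18), from 4962 ± 404.7 CPM to 611.9 ± 72.8 and 516.5 ± 68.7 CPM (SD, n = 6). mir-16 changed by 0.21 in SAFB (SE 0.047, adjusted p = 0.00053) and by -0.27 in ERH (SE 0.047, adjusted p = 2.8e-05), and neither call held under spike-in scaling, where SAFB reversed to -0.057 (adjusted p = 0.856) and ERH was -0.0016 (adjusted p = 0.994). In ERH the direction reversed under total counts (0.028). The difference of -0.24 in mir-15b between ERH and SAFB (adjusted p = 0.037) reversed to 0.31 under spike-in scaling and to 0.022 under total counts.

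Of the miRNAs tested, mir-425 (Mir425, chromosome 9, 108568777 to 108568861, overlapping an exon of the long noncoding RNA gene 4833445I07Rik) had the lowest fold changes, -4.69 in SAFB (SE 0.15, adjusted p = 1.2e-17) and -3.72 in ERH (SE 0.15, adjusted p = 4.2e-16). Its level went from 3983 ± 605.4 CPM in control to 153.9 ± 14.5 CPM in SAFB and 302.4 ± 74.3 CPM in ERH (SD, n = 6). mir-191, 385 bp away at 108568319 to 108568392, was not called in either knockout, at 0.21 in SAFB (adjusted p = 0.107) and -0.016 in ERH (adjusted p = 0.920). mir-192 (chromosome 19, 6264844 to 6264932) fell by 3.22 in SAFB (SE 0.19, adjusted p = 1.3e-12) and by 1.41 in ERH (SE 0.18, adjusted p = 3.6e-07), a difference between knockouts of 1.82 (adjusted p = 6.2e-08). mir-98 (chromosome X, 151913214 to 151913321, in an intron of Huwe1) fell by 2.39 in SAFB (SE 0.078, adjusted p = 1.2e-17) and by 2.81 in ERH (SE 0.080, adjusted p = 1.5e-18). Reads of mir-98 could be split with the let-7 family, whose member let-7f at the same locus changed by -0.68 and -0.83. In each of these miRNAs all 6 libraries of each knockout lay below all 6 control libraries.

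The miRNAs that rose most came from low levels. mir-125a (Mir125a, chromosome 17, 17830812 to 17830879, overlapping an exon of Spaca6) rose by 3.61 in SAFB (SE 0.23, adjusted p = 3.6e-12) and by 4.85 in ERH (SE 0.24, adjusted p = 3.0e-14), from 10.1 ± 3.95 CPM in control to 124.5 ± 42.1 and 293.6 ± 38.8 CPM (SD, n = 6). mir-10a (chromosome 11, 96317165 to 96317274) rose by 3.46 (SE 0.25, adjusted p = 4.1e-11) and 5.00 (SE 0.27, adjusted p = 9.1e-14), reaching 1018 ± 285.0 CPM in ERH. mir-148a (chromosome 6, 51269812 to 51269910) rose by 3.35 and 4.75, and mir-196b (chromosome 6, 52230081 to 52230165) by 3.30 and 4.59. mir-218, whose gene copies lie in introns of Slit2 and Slit3, rose by 3.27 and 5.30, and mir-9, with 3 gene copies, by 2.87 and 4.85. The adjusted p of these last 4 was at most 3.8e-09 in either knockout. All 6 miRNAs were also higher in ERH than in SAFB, by 1.24 to 2.03 (adjusted p at most 1.8e-05), and all 6 belonged to 36 miRNAs that rose by more than 1.5 in both knockouts and moved together from library to library. The mean pairwise correlation of the 36 within populations was 0.323, above the 95th percentile of 0.029 in 10000 random lists of like abundance. Between the ERH guides, mir-218 was lower with guide 2 by 1.41 on the log2 scale (SE 0.23, adjusted p = 0.0016).

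**Figure D3:**
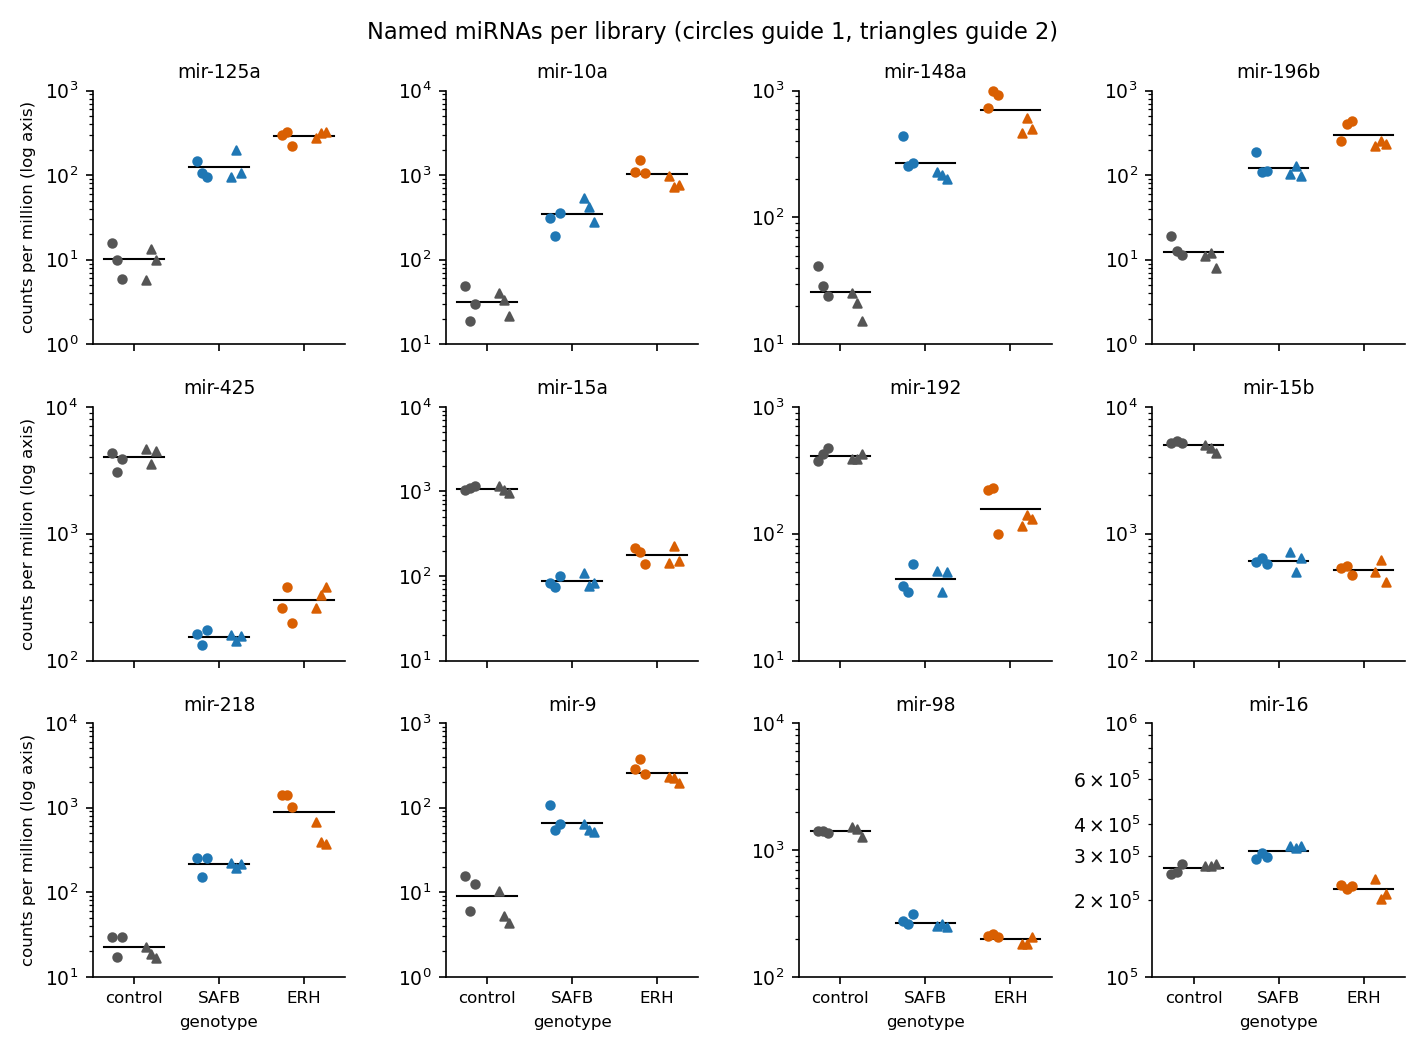
CPM (log axis, TMM scaled) of the 12 named miRNAs in each of the 18 libraries by genotype; circles are guide 1, triangles guide 2, and lines are means of 6 libraries. mir-425, mir-15a, mir-15b, mir-192 and mir-98 lie lower and mir-125a, mir-10a, mir-148a, mir-196b, mir-218 and mir-9 higher in all 12 knockout libraries than in the control libraries.

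Whether miRNAs of clusters changed as a set was tested with camera. The 71 tested miRNAs with every gene copy in a listed cluster had a median log2 fold change of -0.17 in SAFB, against 0.097 for the other miRNAs, and 47 of them were lower (camera in limma, adjusted p = 0.0073). In ERH the medians were -0.23 and 0.023, and 48 were lower (adjusted p = 0.018). Under fry the adjusted p was 1.9e-09 for SAFB and 3.9e-08 for ERH. Fry asks whether the members of a set changed at all. It does not ask whether they changed more than other miRNAs, so its p does not bear on that comparison. Under camera with an estimated correlation between miRNAs, the clustered set passed the threshold in neither knockout (adjusted p = 0.122 each). In ERH it also failed under spike-in scaling (adjusted p = 0.183). Membership taken from the annotation, 78 miRNAs with another miRNA gene within 10 kb, gave adjusted 7.3e-05 for SAFB and 0.00024 for ERH. Of 6 Drosha-independent miRNAs listed, 3 were tested, and as a set they did not differ from the other miRNAs (camera adjusted p = 0.968 in each knockout).

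Within clusters the changes were uneven. Among miRNAs with at least 100 mean counts, those that were called, fell by more than 1 on the log2 scale and had a tested neighbour within 10 kb numbered 12 in SAFB and 11 in ERH. Their median log2 fold change was -2.69 in SAFB and -2.17 in ERH. The median of their 16 neighbours was -0.68 in SAFB and of their 14 neighbours -0.47 in ERH. Among the neighbours with a single gene copy, 8 in each knockout, the medians were -0.74 and -0.89. The fallen miRNAs were selected for falling, and 2 neighbours in SAFB and 4 in ERH were themselves among them, so these medians describe the groups and do not test a difference. The pairs mir-130b and mir-301b, mir-29c and mir-29b, and mir-192 and mir-194 showed the same uneven change in both knockouts, whereas mir-421 and mir-374b fell together in ERH by 1.51 and 1.61. In SAFB mir-19a, at -1.02, also lay close to its neighbours mir-17 (-0.74), mir-18a (-0.69), mir-20a (-0.74), mir-19b (-0.85) and mir-92a (-0.78). In ERH mir-19a was at -2.17 and the same neighbours ranged from -1.14 to -0.24. These miRNAs were chosen after their values were seen.

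**Figure D4:**
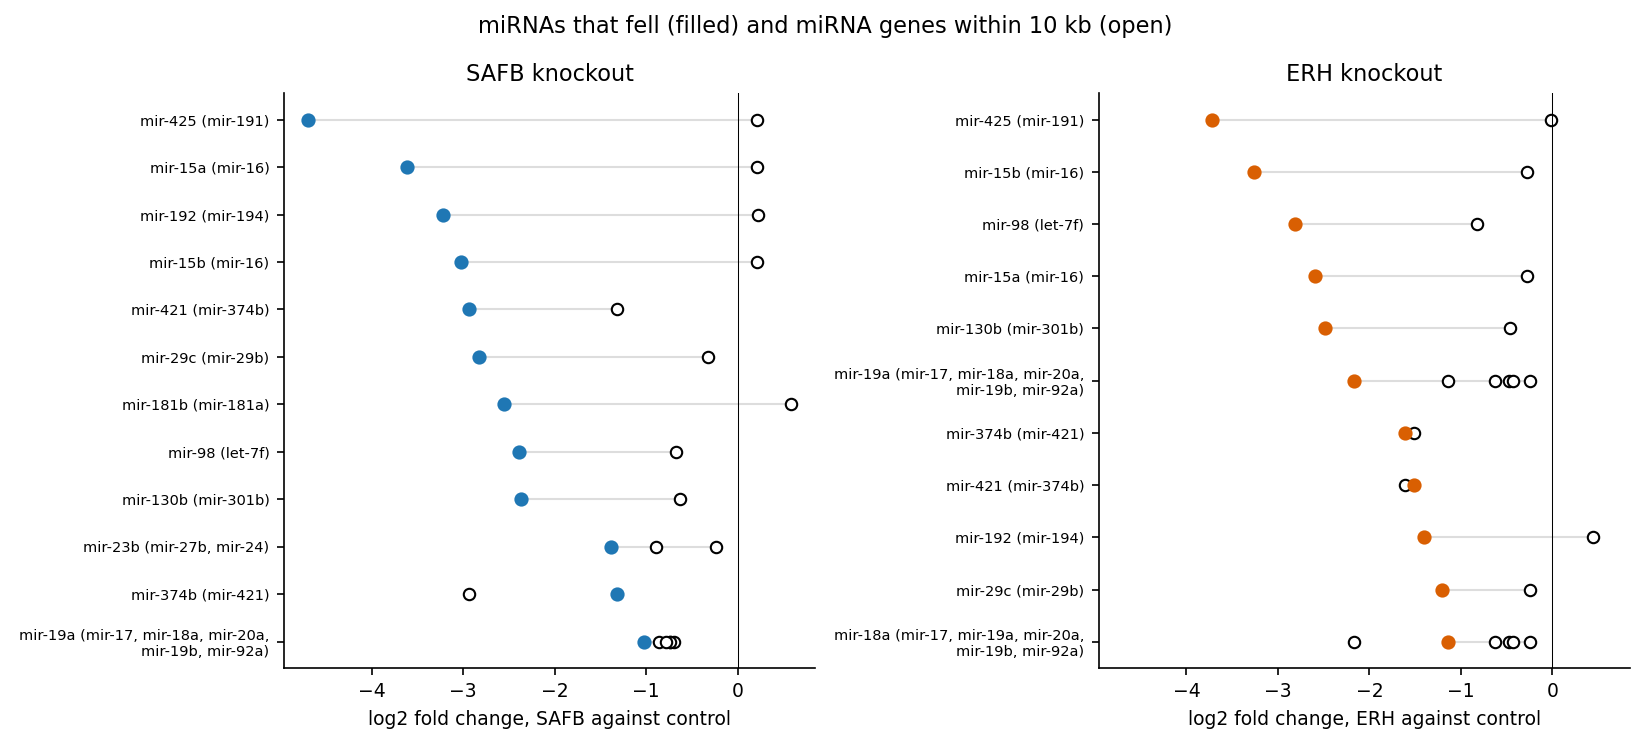
Log2 fold change against control of miRNAs that fell by more than 1 (filled) and of the miRNAs encoded within 10 kb on the same strand (open, named in brackets), for SAFB (left) and ERH (right). mir-425 lies at -4.69 in SAFB and -3.72 in ERH while mir-191 lies at 0.21 and -0.016 on the TMM scale, and mir-374b and mir-421 lie close together in ERH.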

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

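The tests of the 36 miRNAs that rose together and of mir-218 under other scalings were chosen after the result was seen, except the test of joint movement between libraries. Of 45 groups of 6 libraries tested for a library far from the others, 3 had one; chance gives about 1 in 20.

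mir-148a and mir-9 each had one library apart from the others among the SAFB libraries, and it was the same one, SAFB guide 1 of batch 1. Its mir-148a level was 8.77 log2 CPM against 7.65 to 8.06 in the other 5, a gap of 0.628 of the range. Its mir-9 level was 6.75 log2 CPM against 5.71 to 6.02, a gap of 0.697 of the range. The summed level of the 36 miRNAs that rose in both knockouts was also highest in this library among SAFB libraries, at 2431 CPM against 1452 to 2068. Other members did not all follow. mir-196b was highest in this library, at 186.1 CPM against at most 126.5, and mir-218 was 253.3 against at most 251.3 CPM. mir-125a, at 147.6 CPM, was below the 200.3 CPM of another SAFB library, and mir-10a, at 310.9 CPM, was below 357.2, 418.0 and 530.0 CPM in 3 others. A candidate explanation is RNA from one other source mixed into the libraries, in a larger amount in this one, since the mean pairwise correlation of these miRNAs within populations exceeded that of 10000 random lists of like abundance (percentile 100). A larger amount alone would raise the members alike, which mir-10a and mir-125a did not show, so this stays open. Its library size, 3613118 miRNA counts, lay within the range of the other SAFB libraries. No biological explanation was tested for a single library.

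The share of mir-16 was 24.1% in ERH guide 2 of batch 2 against 25.3% to 25.9% in the other 5 ERH libraries, a gap of 0.672 of the range. This library had 2743695 miRNA counts, near the low end of all libraries. mir-16 averaged 25.3% of counts in ERH libraries, so a small shift of its share moves every other share in that library. No explanation of this value was tested.

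mir-218 differed between the guide populations of ERH, by -1.41 on the log2 scale for guide 2 against guide 1 (edgeR adjusted p = 0.0016), and all 3 libraries of guide 2 lay below all 3 of guide 1. It was the single call between these guides, and it was also called when any 1 of the 6 ERH libraries was left out. Scaling is argued against as the cause, since mir-218 was lower with guide 2 and called under all 4 scalings. The difference closest to 0 was -0.76 under spike-in scaling (adjusted p = 0.0499), which moved the median miRNA to 0.63 and gave 109 higher calls and 1 lower. A fixed admixture of RNA from one other source would move all members of the raised set alike, but 4 of the 36, mir-218, mir-148a, mir-196b and mir-34a, departed from the set's median difference between these guides. A second source, a change of the source between populations, or a difference between independently edited cells stay open and were not tested. In fits of the 6 ERH libraries alone, the real split gave 2 calls, and 1 of the 10 splits, the real one, gave as many, which a design of 3 against 3 cannot separate from chance.

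mir-16 and mir-450a were called in opposite directions in the knockouts, and the difference between ERH and SAFB was -0.49 for mir-16 (edgeR adjusted p = 2.9e-08) and 0.78 for mir-450a (edgeR adjusted p = 1.6e-05). mir-450a changed by -0.30 in SAFB and 0.48 in ERH and was named after its values were seen. For mir-16 the sign depends on scaling, since spike-in scaling gave 0.055 for ERH against SAFB, and a scaling difference between the genotypes is a candidate explanation. Within a library, however, its share of counts was 29.6% in SAFB and 25.3% in ERH, and each SAFB library lay above each ERH library. A share does not tell whether mir-16 or the sum of the other miRNAs changed.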

How the results depend on the processing

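The counts of calls kept their size, within 1.5 times, under all scalings, filters, fits and omissions tried for SAFB against control and ERH against SAFB. For ERH against control the exception was spike-in scaling, with 91 calls in place of 147. DESeq2 size factors gave 154, 146 and 108 calls for SAFB, ERH and ERH against SAFB, and the DESeq2 Wald test gave 155, 147 and 110. Of the main calls, 100 of 153 in SAFB and 88 of 147 in ERH were also called in the same direction under spike-in scaling, and 6 and 15 had the opposite sign. In ERH against SAFB 66 of 108 were, and 33 had the opposite sign. Under total counts 16 of the ERH calls and 13 of those in ERH against SAFB had the opposite sign. TMM over abundant miRNAs, chosen after seeing the data, gave 85 higher and 54 lower in ERH and 81 higher and 21 lower in ERH against SAFB. The spike-in scale itself differed between guides: it gave 96 calls between the control guides and 110 between the ERH guides, against 0 and 1. Without a filter the ERH guides gave 4 calls, mir-10a, mir-148a, mir-218 and mir-34a.

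With the replicate block the counts were 155, 146 and 110, and the control, SAFB and ERH guides gave 0, 0 and 1. The block changed no call of a named miRNA, set or ratio. The clustered sets had adjusted p = 0.0078 (SAFB) and 0.018 (ERH) with it.

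Leaving out one library in turn gave 139 to 151 calls in SAFB, 139 to 148 in ERH and 95 to 112 in ERH against SAFB, over 12 fits each. Leaving out one population gave 116 to 137 in SAFB and 78 to 97 in ERH against SAFB, over 4 fits each. The ERH guides gave 1 to 2 calls, the second being mir-34a when guide 2 of batch 1 was left out, and the control and SAFB guides gave 0 to 0. The mir-15a to mir-16 difference stayed between -3.91 and -3.77 in SAFB and between -2.44 and -2.26 in ERH over omissions of a library or a population. It kept its direction under each alternative, with exact permutation p = 0.0093 within batches and 0.0119 without a population. The planned denominator, the strand made only from mir-16-1, could not be used because the counts merge strands and copies.

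The spike-in ratio had no stable direction. In SAFB it ranged from -0.37 to -0.17 without one library, was -0.61 without control guide 1 (now past the threshold) and reversed to 0.063 without control guide 2. In ERH it reversed with the geometric mean of spike-ins (0.022), with spike-in 3 alone (0.124) and with spike-in 4 alone (0.054). Without one library it ranged from -0.14 to 0.090 and without one population from -0.37 to 0.31, including reversals without control guide 2 (0.31) and without ERH guide 1 (0.27). The control and ERH guides differed by 0.68 and 0.59, so leaving out a guide moves the ratio by construction. The cause of the reversals with other spike-in summaries was not tested. Spike-ins 3 and 4 had few counts, which limits them.

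For the clustered set the threshold was lost with an estimated correlation (adjusted p = 0.122 in each knockout) and in ERH under spike-in scaling (0.183); the cause was not tested. Without one population the adjusted p ranged from 0.012 to 0.042 in SAFB and from 0.019 to 0.046 in ERH. The 3 Drosha-independent miRNAs passed no threshold, and their direction reversed with fry in ERH (adjusted p = 0.885), over abundant miRNAs in both (0.811) and in ERH without control guide 1 (0.993) or ERH guide 1 (0.942). Without one population their adjusted p ranged from 0.912 to 0.993.

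Among 12 named miRNAs in 3 comparisons, 432 values under other settings gave 419 with the same direction and side of the threshold, 7 weaker and 6 reversed. The reversals were mir-16 in SAFB (-0.057), mir-15b (0.31), mir-98 (0.093) and mir-16 (0.055) in ERH against SAFB under spike-in scaling, and mir-16 in ERH (0.028) and mir-15b in ERH against SAFB (0.022) under total counts. Each follows the shift of the scale itself. Without one library 424 of 432 values were the same and 8 weaker, and without one population 3 were weaker and the others the same; the weaker ones were the small mir-15b difference between ERH and SAFB. The correlation of effects ranged from 0.727 without a filter to 0.936 over abundant miRNAs. The highest simulated value of 0.645 was made with the main filter, where r was 0.933. No unchanged groups were simulated without the filter or over abundant miRNAs, so 0.645 is no benchmark for those values. The correlation was 0.818 without the 36 miRNAs that rose together, chosen after seeing the data.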

Other observations

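The tests of scaling, of batches, of the ratio between knockouts, of human namesakes, of differences between guides, of neighbours of fallen miRNAs, and of even splits for the clustered set were chosen after the results were seen.

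The calls between genotypes were set against other splits of the same 12 libraries, 100 splits each with the real one included. The real split was 1 of 100 with as many calls in SAFB against control, 1 of 100 in ERH against control and 1 of 100 in ERH against SAFB. In these fits of 2 genotypes the real splits gave 154, 139 and 99 calls, and the other splits at most 0, 3 and 8. Of the splits drawn, 27, 20 and 22 took 2 libraries of each batch on each side, and only the real one among these gave as many. The splits were drawn over single libraries and not over guide populations, which the real split keeps whole. With the 2 populations of a genotype as the unit, 6 arrangements allow no exact permutation p below 0.333. These counts therefore do not test genotype over independent populations. For the control guides and the SAFB guides all 10 splits gave as many calls as the real one, which had 0. The clustered set had as small a camera p in 3 of 100 splits for SAFB and in 26 of 100 for ERH. Of the other splits drawn with 3 knockout libraries on each side, 45 for SAFB and 44 for ERH, 0 had as small a p. The 2 and 25 others that did were uneven and still carried part of the difference between genotypes, so these counts do not measure chance alone. Their lowest camera p was 0.0015 in SAFB and 0.00045 in ERH, below the 0.0021 and 0.027 of the real splits. Even splits cancel the difference between genotypes and leave it in the residual spread, so they do not measure chance either. The splits therefore do not decide whether the clustered set in ERH differs from chance. The Drosha-independent set had as small a p in 99 of 100 splits for SAFB and 93 of 100 for ERH.

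A set of 36 miRNAs was called in both knockouts with a log2 fold change above 1.5 in each. It holds the 6 named miRNAs that rose and, among others, mir-10b, mir-125b, mir-196a, mir-151, mir-182, mir-183, mir-590 and mir-342. Its members summed to 199.5 ± 52.3 CPM in control, 1876 ± 372.8 CPM in SAFB and 5267 ± 1178 CPM in ERH (TMM scaled, SD, n = 6 each). Their mean share of miRNA counts, which takes no TMM scaling, was 0.018%, 0.178% and 0.600%. The median log2 fold change was 3.19 in SAFB and 4.57 in ERH, and 3.13 and 4.46 with the 6 members at or under 3 counts in every control library set to their bound. Scaling is argued against as the cause, since the lowest median over 3 other scalings was 3.00. One batch does not explain the rise either, since the lowest median within a batch was 2.73. RNA from one other source, present at different amounts in the populations, may account for most of the set. Within populations the members deviated together, with a mean pairwise correlation of 0.323 against a 95th percentile of 0.029 in 10000 random lists of like abundance (percentile 100). In the ERH to SAFB ratio, 0 of 36 members departed from the set's median at an adjusted p under 0.05. The departures ranged from -0.82 (mir-491) to 1.03 (mir-153) on the log2 scale, with mir-9 at 0.64 and mir-218 at 0.69. Some members had few counts, so the absence of calls does not show that the ratios were alike. Between the ERH guides, however, 4 of 36 departed, so one source in a fixed profile does not cover mir-218, mir-148a, mir-196b and mir-34a.

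Among tested miRNAs under 30 CPM in control, 34 of 67 with a human namesake belonged to the set (50.7%), against 1 of 73 without one (1.37%; Fisher's exact p = 1.6e-12, two-sided). This is what RNA from human cells, or from any cell type that uses conserved miRNAs, would give. Conserved miRNAs are also those most widely used in mouse tissues, so the test does not tell the species of a source, nor does it exclude that the edited cells themselves made these miRNAs. No cell type was tested. The 36 miRNAs moved together only in part, with a mean pairwise correlation of 0.323 within populations. mir-10a and mir-125a did not follow the set in SAFB guide 1 of batch 1. mir-218, mir-148a and mir-196b departed from the set's median between the ERH guides. The fold changes of mir-125a, mir-10a and mir-9 may still describe, at least in part, the amount of one admixture and not separate responses. The same doubt applies to the set as 36 of the 60 shared higher calls. The size of such an admixture was not measured.

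The miRNAs that fell by more than 1 in either knockout, among those with at least 100 mean counts, lay more often near another miRNA gene. Of 19 that fell, 13 had another miRNA gene within 10 kb (68.4%), against 50 of 134 others (37.3%; Fisher's exact p = 0.0128, two-sided). Lower transcription of the host transcript was tested where the fallen miRNA and its nearest neighbour each have a single gene copy. Fallen miRNAs were chosen in one guide population and measured in the other, so that the choice does not set the difference. The median log2 difference to the neighbour was -1.003 and -1.101 in SAFB and -0.50 and -0.63 in ERH, over 6 pairs each. The median standard error of a single pair was at most 0.22. It does not measure the spread between pairs, so the medians do not test the pairs as a set. For ERH pairs chosen in guide 1 the differences ran from -3.77 (mir-425) to 0.97 (mir-18a). Of the 6 pairs, 4 in SAFB and 3 in ERH were lower by more than 2 standard errors and 1 was higher. This argues against transcription as the whole cause for those pairs, each taken singly. In ERH 2 clusters and in SAFB 1 enter with both members, once in each order. mir-425 differed from mir-191 by -5.19 and -4.61 in SAFB and by -3.77 and -3.64 in ERH. A smaller change of transcription stays open, as it does for mir-19a and mir-18a in SAFB and for mir-421 and mir-374b in ERH, which differed by less than 2 standard errors. The other 6 fallen miRNAs, mir-15a, mir-15b, mir-181b, mir-192, mir-29c and mir-98, had no such pair. The 2 gene copies of mir-16 lie beside Mir15a and Mir15b, so lower transcription of both hosts would also lower mir-16. mir-15a and mir-15b changed by -3.61 and -3.02 in SAFB and by -2.59 and -3.26 in ERH, but mir-16 by 0.21 and -0.27. This argues against transcription as the whole cause for mir-15a and mir-15b. Transcription stays open for mir-181b, mir-192, mir-29c and mir-98. Their neighbours mir-181a, mir-194, mir-29b and let-7f have 2 gene copies each, as has mir-181b itself. Reads of a miRNA with several gene copies do not belong to one transcript. Position in the transcript stays open. In 11 clusters the member that fell most lay 5 prime of its nearest neighbour in 3 and 3 prime in 8 (exact binomial p = 0.227, two-sided), too few to decide. A hypothesis is that these hairpins, like mir-15a, depend on a neighbour for their processing. The cells were sorted on a reporter of mutated miR-15a, which bears on mir-15a and mir-15b of this list and not directly on the others. Hairpin structure was not examined.

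The ratio of miRNA to spike-in counts was higher in all 3 libraries of guide 2 than in all 3 of guide 1 in control and in ERH, and not in SAFB. Control libraries averaged 3326460 ± 552531 miRNA counts with guide 2 and 3536140 ± 436917 with guide 1 (SD, n = 3 each). ERH libraries averaged 3283740 ± 587311 with guide 2 and 3048960 ± 386800 with guide 1. The sizes thus differed within their SDs and in opposite directions. This argues against library size as the whole cause of the guide differences in control and ERH. The correlations with size pool all genotypes and do not test the guides. The rank correlation of the ratio with miRNA counts over 18 libraries was -0.358 (permutation p = 0.145), within the spread that permutations give. Pearson's r was -0.333 (permutation p = 0.176, both adjusted to 0.176) and -0.208 without the 2 libraries farthest from the median size. Within batches of 6 libraries the rank correlation was 0.143, -0.943 and 0.600. A difference in RNA quantity, spike-in addition or miRNA content between independently grown populations stays open and was not tested.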
